A study of Drosophila simulans with 22 samples. Its data were reported in "Conserved noncoding transcription and core promoter regulatory code in early Drosophila development" (2017).

How the data were processed

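RAMPAGE sequences cDNAs that are complete at their 5′ end, so the first base of a read marks a transcription start site. A transcription start site cluster (TSC) is a peak of such 5′ ends and stands for 1 promoter. The series holds 22 samples of Drosophila simulans embryos, each collected over 1 h and aged, from 0-1 h to 21-22 h after egg laying. Each hour has 1 sample, so there are no replicates, and the scatter of hourly samples around a smooth curve is the only measure of error. Per the study's methods, every sample carried its own barcode from reverse transcription on, and all were pooled into 1 library and sequenced together.

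The authors mapped the reads with STAR to the FlyBase r1.4 genome of D. simulans, called TSCs on the pooled reads of the whole series with their own peak caller, and removed peaks over annotated rDNA repeats. They deposited a list of 25410 TSCs, a table of RPM (reads scaled to a fixed total per sample) for each TSC and sample, and a table of RPM for 8460 genes. In the TSC table each sample sums to 1000000. The gene table sums to between 62.2% and 86.1% of that per sample, so it covers part of the signal. A further deposited table, labelled as aligned, holds a score per gene, a Z-score that the authors upsampled and smoothed for comparison between species. The TSC list also carries a whole-number score per peak from the authors, whose meaning is not stated and which was used here only to describe the list.

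All RPM values are whole multiples of what 1 read is worth in their sample. Dividing by that step gave whole reads for 100% of the values in both tables, and these reads give the depth of each sample. Depth ranged from 322564 reads at 12-13 h to 17206157 reads at 9-10 h, with a median of 2858592 reads and a sum of 104737825. The value of 1 read was therefore between 0.0581 and 3.10 RPM, and a floor of 3 reads between 0.174 and 9.30 RPM. Intervals are 95% Wilson binomial intervals on reads. Duplicate reads were not marked in these tables, so intervals and floors cover counting error only.

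Thresholds, tests and the rule for naming TSCs were set before the data were examined, with the study's methods as the guide. The planned design tested counts with edgeR and, for RPM, log2 values with limma; since the deposited unit is RPM, limma gave the reported result. A natural cubic spline of hour with 4 degrees of freedom was fitted to log2(RPM + 1) of TSCs, and of genes, with a highest value of at least 2 RPM, with limma's trend option, and called at a Benjamini-Hochberg adjusted p of 0.05. A fitted change is on the log2(RPM + 1) scale and understates the change of weak TSCs. Housekeeping TSCs had a maximum of at least 10 RPM and a highest value under 5 times the lowest. Regulated TSCs had a maximum of at least 10 RPM and at least 60% of their summed RPM in 8 consecutive hours. Profiles of regulated TSCs were clustered by complete linkage on 1 minus Pearson's correlation, divided into 12 clusters, and clusters under 200 TSCs were left out. The study's additional requirement of activity in several species was not applied here. Shannon entropy used the natural log and TSCs with a maximum of at least 2 RPM.

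Lists of TSCs were compared with 10000 random lists of the same size matched on mean RPM in 20 quantile bins, which describes these libraries and is not a test across replicates. Relations with hour were tested with two-sided permutation tests of 100000 resamples, with Benjamini-Hochberg adjustment over the 3 relations. The similarity of samples was tested by permuting the sample labels 100000 times. The named TSCs are, in each cluster kept, the TSC with the highest RPM, and the 3 housekeeping TSCs with a maximum of at least 25 RPM and the smallest ratio of highest to lowest value. The genes that the study uses as examples were also planned, but the tables given do not pair gene numbers with names: 0 of the 9322 gene numbers in the TSC list, and 0 of the 8460 in the gene table, matched an entry of the RefSeq table for assembly Prin_Dsim_3.1. TSCs are therefore given by their position on r1.4, counted from 1. The TSC list and the gene table use different gene numbers, with 1 in common, but they describe overlapping genes: for 6228 of the 8460 genes in the gene table, the 22 read counts equal the sum over the TSCs of exactly 1 gene of the TSC list. The numbers in the gene table are probably those of D. melanogaster orthologs, which the study used to match genes between species, so a gene there stands for a D. simulans gene under another species' number. No table given pairs the numbers. The planned search for core promoter motifs needs the genome sequence and was not run here.

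Calls of change, classes, clusters, matched comparisons, relations with hour and opposite-strand pairs were tested on simulated data. With 16862 simulated TSCs of which 193 changed, limma recovered 63.7% of the changed TSCs and 81.7% of those with a mean of at least 10 RPM, with 2 false calls. edgeR recovered 81.1% of 164 changed TSCs among 12486, and DESeq2's likelihood ratio test 72.3% of 195 among 17387, with 23 false calls. Reads were recovered exactly in 22 of 22 simulated samples. With counting error only, all 200 flat TSCs at 100 RPM were classed as housekeeping and all 200 pulsed TSCs as regulated. Every simulated TSC of 6 planted groups fell in a cluster that held only its own group, but the division into 12 split some groups: 3 of 6 had at least 90% of their TSCs in 1 cluster. All planted opposite-strand pairs were found, and no others. A list without a planted shift lay inside the central 95% of matched lists in 88 of 100 simulations, so that comparison is somewhat too ready to set a list apart. A trend with hour was found in 100 of 100 simulated series that had one, and in 4 of 100 that had none. The simulated hours were independent, so this rate does not cover series in which neighbouring hours are alike.

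Alternatives changed 1 choice at a time: the scaling (TMM factors or DESeq2 size factors), the test (edgeR's quasi-likelihood test on the recovered reads, and DESeq2's likelihood ratio test for genes), the spline, the pseudocount, the RPM, fold and window thresholds, the linkage, thinning of all samples to 322564 reads, and leaving out samples. The edgeR test, TMM scaling in fits and lists, thinning in the counts of classes and in sample similarity, restriction to placed chromosomes, matching in 100 bins, leaving out the 10 strongest TSCs of each sample, leaving out the 2 samples farthest from the middle, and splits of the series into 11 h each were added after the data were seen. Analyses used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.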

Results

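To follow promoter activity over embryonic development, RAMPAGE profiles of D. simulans embryos were measured in 22 samples, 1 for each hour from 0-1 h to 21-22 h after egg laying. The deposited list held 25410 TSCs with a median width of 34 bp (quartiles 14 and 100 bp). Of these, 17370 TSCs were assigned by the authors to 9322 genes, and 8040 TSCs, or 31.6%, were assigned to none. All 2944 TSCs on unplaced sequence (chromosome U and the random scaffolds) were unassigned, and on placed chromosomes the unassigned share was 22.7%, or 5096 of 22466 TSCs. Gene-assigned TSCs had a median of 323 reads over the series and unassigned TSCs a median of 64 reads.

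Depth differed 53.3-fold between samples. The 12-13 h sample was the shallowest with 322564 reads, followed by the 14-15 h sample with 1135813 reads, and the 9-10 h sample was the deepest with 17206157 reads. Library composition also shifted. TMM factors ran from 0.630 at 16-17 h to 1.51 at 12-13 h, or -0.67 and 0.59 on the log2 scale, so that scaling by TMM in place of total reads raises values at 16-17 h and lowers them at 12-13 h by these amounts. Directions between middle and late hours below are relative to total reads.

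**Figure D1:**
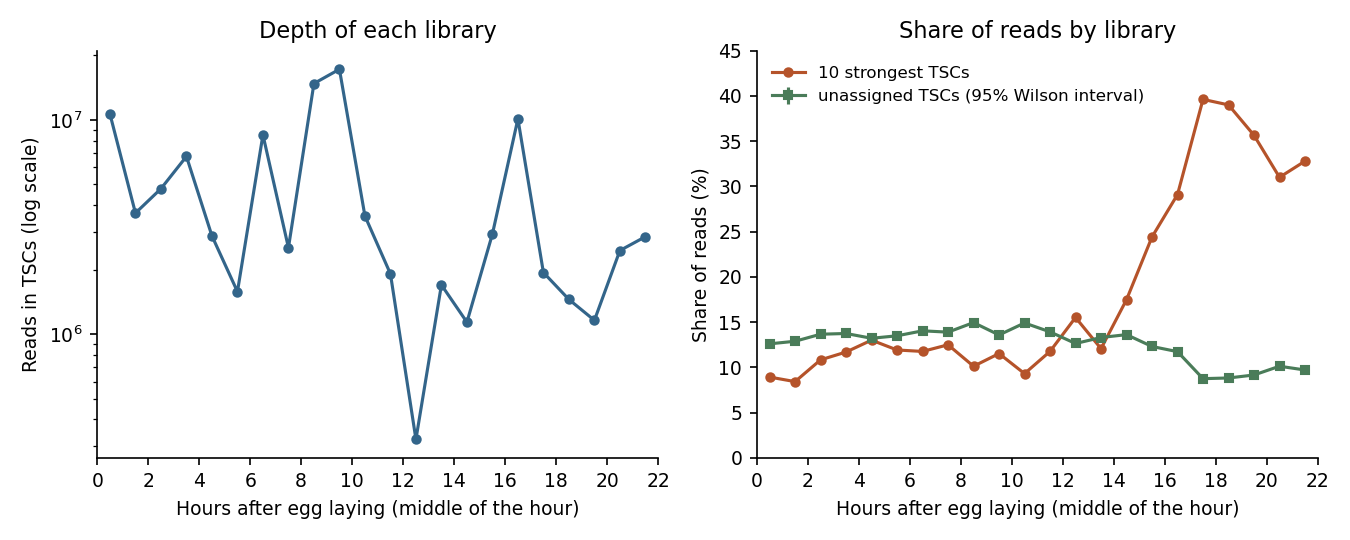
Reads in TSCs of each of the 22 samples on a log axis (left) and the percentage of reads in the 10 strongest TSCs and in unassigned TSCs (right), against hours after egg laying. The 12-13 h sample holds 322564 reads, and the share of the 10 strongest TSCs reaches 39.6% at 17-18 h while the unassigned share is lowest there at 8.75%.

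The first question was whether hourly samples form an ordered series, since closeness of neighbouring hours is the only check on labels and noise without replicates. Spearman correlation of log2(RPM + 1) over all TSCs was between 0.798 and 0.931 for adjacent hours (median 0.867), and fell to 0.520 for the least similar pair. Across all pairs of samples, this correlation declined with the difference in hours (r = -0.898, permutation of sample labels p = 1e-05, the smallest value 100000 resamples can give). Restricting to TSCs with a maximum of at least 10 RPM gave r = -0.929, the alternative that moved it most. For 19 of the 22 samples, the most similar sample was an adjacent hour. The 6-7 h sample was closest to 8-9 h, the 13-14 h sample to 16-17 h, and the 18-19 h sample to 20-21 h. The lowest adjacent correlations, 0.798 and 0.802, were those of the shallow 12-13 h sample.

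**Figure D2:**
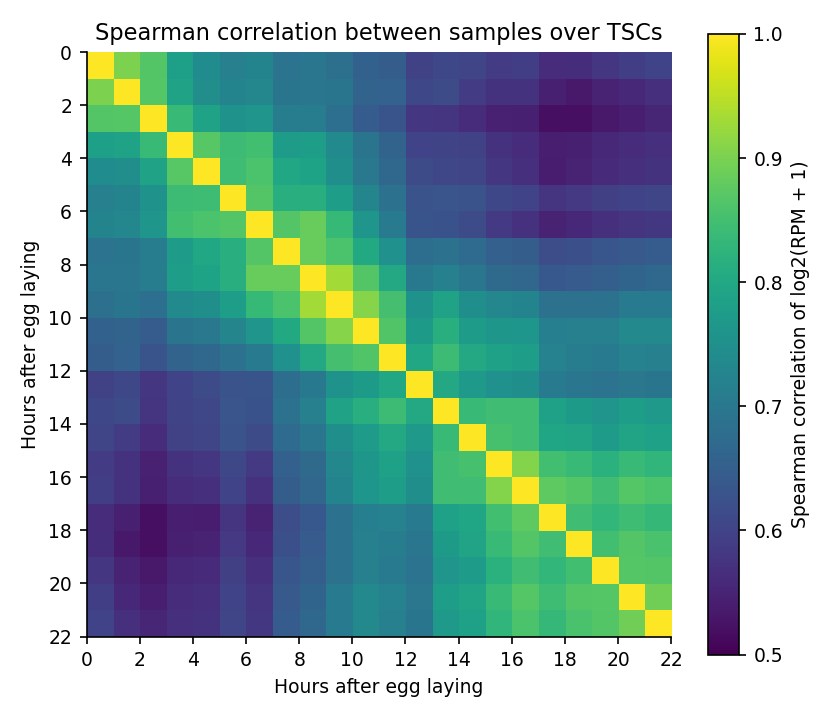
Spearman correlation of log2(RPM + 1) over all TSCs between each pair of the 22 samples, with hours after egg laying on both axes and colour from 0.5 to 1. Adjacent hours lie between 0.798 and 0.931, and the lowest correlation between samples is 0.520.

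To ask how many promoters changed over development, a spline of hour was tested for each TSC. At an adjusted p of 0.05 in limma, 16524 of 20118 TSCs with a maximum of at least 2 RPM changed smoothly with hour (82.1%), and for 9870 of them the fitted curve spanned at least 5-fold. The median residual SD around the curve was 0.57 on the log2 scale. The alternative that moved the count most required a maximum of at least 10 RPM, which left 11405 TSCs and called 10748. In the gene table, whose gene numbers are probably those of D. melanogaster orthologs, 7625 of 8249 genes changed (92.4%), 5275 of them with a fitted span of at least 5-fold, and the median residual SD was 0.56. On recovered reads, edgeR's quasi-likelihood test called 12769 of 14494 TSCs, of which 12404 were also called by limma, and 6909 of 7720 genes, of which 6762 were shared. Identical counts in every sample linked 132 genes of the gene table to another gene, so the reads of these genes cannot be assigned to 1 of them and their values are uncertain.

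The study separates housekeeping from developmentally regulated promoters. With its thresholds, 11405 TSCs reached 10 RPM in at least 1 sample. Of these, 629 TSCs (5.52%) varied less than 5-fold and were classed as housekeeping, 7059 TSCs (61.9%) had at least 60% of their signal within 8 h and were classed as developmentally regulated, 0 were in both classes and 3717 in neither. Housekeeping TSCs were stronger, with a median of the mean RPM of 81.2 against 11.2 for regulated TSCs, and a smaller part of them was unassigned (13.7% against 20.7%). The housekeeping count depended on scaling: TMM factors gave 886 TSCs and DESeq2 size factors gave 1210 TSCs. It also depended on depth, since thinning every sample to 322564 reads left 328 housekeeping TSCs and raised the regulated TSCs to 8019. In a simulation of constant TSCs at the real depths with counting error only, 92.7% of those at 10 RPM and 99.1% of those at 25 RPM passed the 5-fold limit. Scatter between samples beyond counting error was not simulated, so fewer truly steady TSCs may pass. Leaving out the 12-13 h sample gave 695 housekeeping TSCs, and leaving out the 17-18 h sample gave 762, the highest of the 22 counts that each left out 1 sample.

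The 3 housekeeping TSCs with the smallest variation were all gene-assigned. The TSC on chromosome 2L from 10801429 to 10801754 (minus strand) ranged from 90.6 RPM at 7-8 h (95% Wilson interval 79.6 to 103.1) to 175 RPM at 13-14 h (156 to 196), a ratio of 1.93. On chromosome 2R, the TSC from 7125651 to 7125738 (minus strand) ranged from 243 RPM at 1-2 h (228 to 260) to 474 RPM at 13-14 h (443 to 508), a ratio of 1.95. The TSC on chromosome 3R from 6640211 to 6640308 (minus strand) ranged from 114 RPM at 9-10 h (109.4 to 119.5) to 233 RPM at 5-6 h (210 to 258), a ratio of 2.04. Under TMM scaling these ratios were 2.54, 3.22 and 3.13, and the highest values moved to 21-22 h, 16-17 h and 16-17 h. These TSCs were picked for small ratios under total reads, so another scaling tends to raise their ratios. The rise says nothing about housekeeping TSCs in general.

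Clustering placed 6746 of the 7059 regulated TSCs in 10 clusters of 207 to 1304 TSCs, and 313 TSCs fell in the 2 clusters that were too small to keep. Ordered by the median hour at which their TSCs were highest, the clusters covered the whole series. Cluster 1 held 1304 TSCs, with 18.7% of the mean signal at 0-1 h. The study describes its early class of D. melanogaster promoters as those of maternally deposited transcripts. Signal in the first hours can therefore be RNA deposited in the egg, and its fall need not be a promoter turned off in the embryo. Cluster 2 held 1078 TSCs with a mean profile highest at 3-4 h, and those of the 708 TSCs of cluster 3, the 423 TSCs of cluster 4 and the 207 TSCs of cluster 5 were highest at 5-6 h, 8-9 h and 10-11 h. The mean profile of the 330 TSCs in cluster 6 was highest at 12-13 h, and that of the 329 TSCs in cluster 7 and the 521 TSCs in cluster 8 at 13-14 h. Cluster 9 held 938 TSCs with a mean profile highest at 16-17 h, and cluster 10 held 908 TSCs with one highest at 21-22 h. Average linkage kept 6 clusters of at least 200 TSCs.

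**Figure D3:**
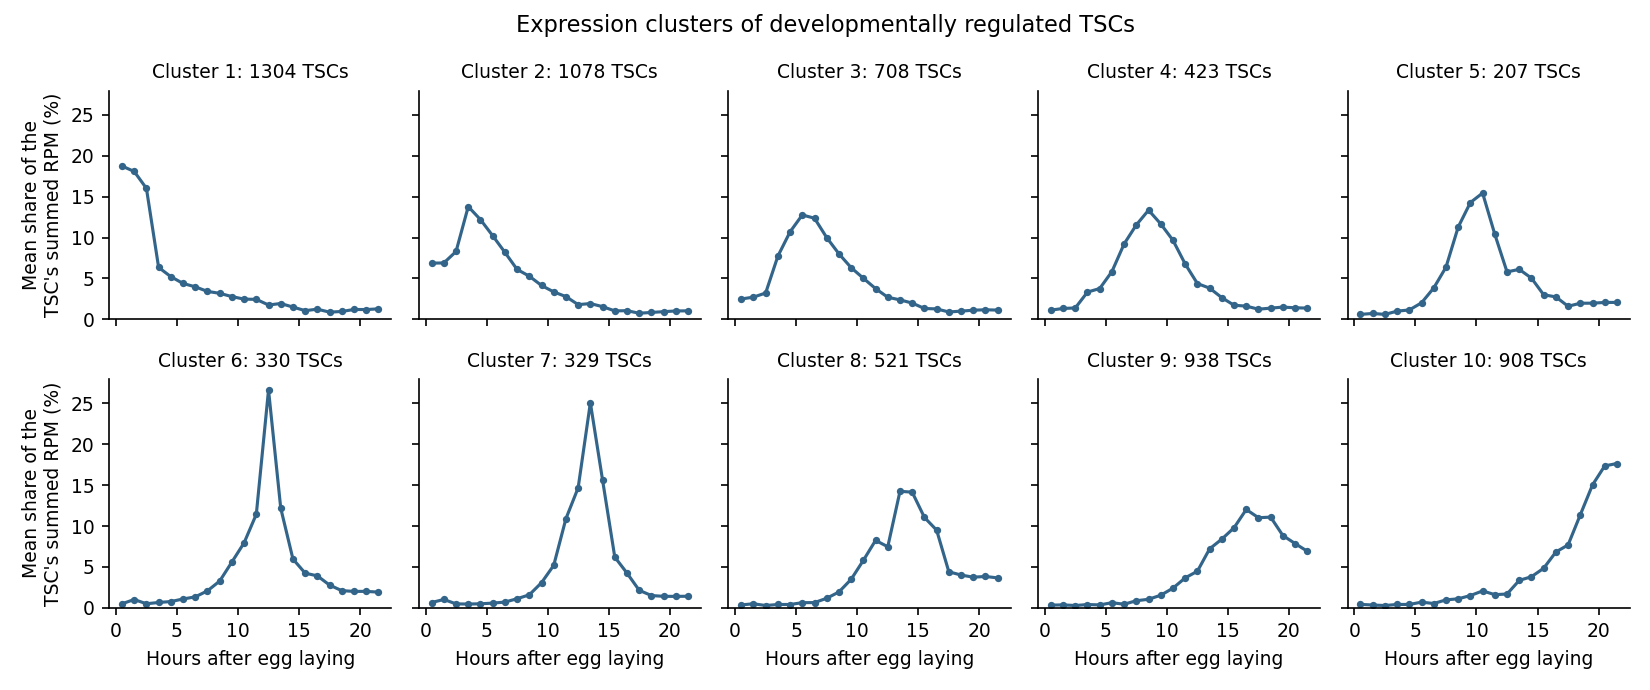
Mean profiles of the 10 clusters of developmentally regulated TSCs, as the mean percentage of each TSC's summed RPM that falls in each hour, against hours after egg laying. Clusters 6 and 7 have the sharpest profiles, with 26.7% of the mean signal at 12-13 h and 25.1% at 13-14 h.

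Depth limited cluster 6 most. The median TSC of cluster 6 had 9.5 reads in its highest sample, against medians of 71 to 370 reads in the other clusters. In cluster 6, 50 TSCs (15.2%) had a Wilson interval at their highest hour above the intervals of both neighbouring hours, against 750 TSCs (57.5%) in cluster 1 and 76 TSCs (23.1%) in cluster 7. For the remainder of cluster 6, a maximum at 12-13 h above the neighbouring hours was not detectable at this depth.

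The TSC with the highest RPM was gene-assigned in each of the 10 clusters. In cluster 1 it lay on chromosome 3L from 8769205 to 8769224 (plus strand, FlyBase gene FBgn0185864), and fell from 7592 RPM at 0-1 h (7540 to 7644) to 7.74 RPM at 17-18 h (4.69 to 12.8). In cluster 2 it lay on chromosome 3R from 13952312 to 13952460 (plus strand), with 12134 RPM at 5-6 h (11965 to 12306). In cluster 3 it lay on chromosome 2L from 6763583 to 6763753 (minus strand), with 15620 RPM at 4-5 h (15477 to 15764). In cluster 4 it lay on chromosome 3L from 1255563 to 1255769 (plus strand), reached 8356 RPM at 10-11 h (8262 to 8451) and had 0 reads at 19-20 h (0 to 3.32, where 3 reads would be 2.59 RPM). In cluster 6 it lay on chromosome 3L from 3628547 to 3628743 (plus strand), with 25914 RPM at 12-13 h (25372 to 26468).

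In cluster 8, the strongest TSC lay on chromosome 3R from 1954039 to 1954393 (minus strand, FlyBase gene FBgn0191056), and rose from 27.7 RPM at 2-3 h (23.3 to 32.8) to 37141 RPM at 14-15 h (36795 to 37490). In cluster 10 it lay on chromosome 3L from 5626830 to 5626956 (minus strand, FlyBase gene FBgn0184875), and rose from 827 RPM at 7-8 h (793 to 864) to 181603 RPM at 18-19 h (180977 to 182232). This TSC alone held 18.16% of all reads at 18-19 h (Wilson interval 18.10% to 18.22%). Under TMM scaling it was highest at 16-17 h. The strongest TSCs of clusters 5, 7 and 9 reached 2647 RPM at 10-11 h, 6509 RPM at 14-15 h and 24072 RPM at 17-18 h, on chromosomes 2L, 3R and 2R. Under TMM scaling the highest hour of the cluster 5 TSC moved to 9-10 h, and those of the TSCs named for the clusters other than 5 and 10 did not move.

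The hours at which regulated TSCs were highest were spread unevenly. The first 5 h held 34.8% of them, and the hours from 12 to 14 h held 1080 TSCs, or 15.3%, where an even spread would give 9.09%. The 12-13 h sample itself held 515 of these TSCs and the 13-14 h sample 565. With all samples thinned to 322564 reads the share was 12.8%. Among the 2188 regulated TSCs with a maximum of at least 100 RPM it was 9.83%, made up of 3.199% at 12-13 h and 6.63% at 13-14 h. Scaling changed the share of all regulated TSCs: it was 6.65% under TMM scaling and 10.5% under DESeq2 size factors, and the share highest from 16 h on went from 21.6% to 35.2% and 41.04%.

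**Figure D4:**
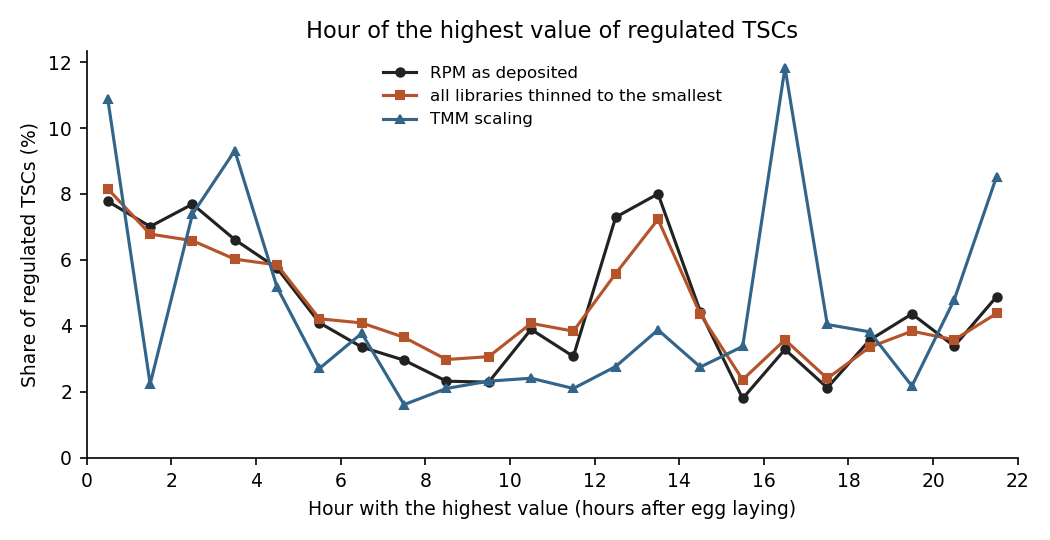
Percentage of regulated TSCs with their highest value in each hour after egg laying, from RPM as deposited (7059 TSCs), after thinning all samples to the smallest (8019 TSCs) and under TMM scaling (6753 TSCs). The hours from 12 to 14 h hold 15.3% of TSCs as deposited, 12.8% after thinning and 6.65% under TMM scaling.

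Whether promoters without a gene are more stage-specific was addressed by Shannon entropy, which is at most 3.09 for 22 equal samples and lower for narrower profiles. Among TSCs with a maximum of at least 2 RPM, the median entropy was 2.35 for 5396 unassigned TSCs (quartiles 1.95 and 2.66) and 2.56 for 14722 gene-assigned TSCs (quartiles 2.20 and 2.83), a difference of -0.211. Gene-assigned TSCs matched on mean RPM had medians between 2.32 and 2.37 over 10000 lists, and 4432 lists had a median at or below that of the unassigned TSCs. The difference was thus not detectable once expression level was matched. On placed chromosomes, 3206 unassigned TSCs had a median of 2.26, below all 10000 matched lists of gene-assigned TSCs, with a difference of -0.0332 to the middle list.

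**Figure D5:**
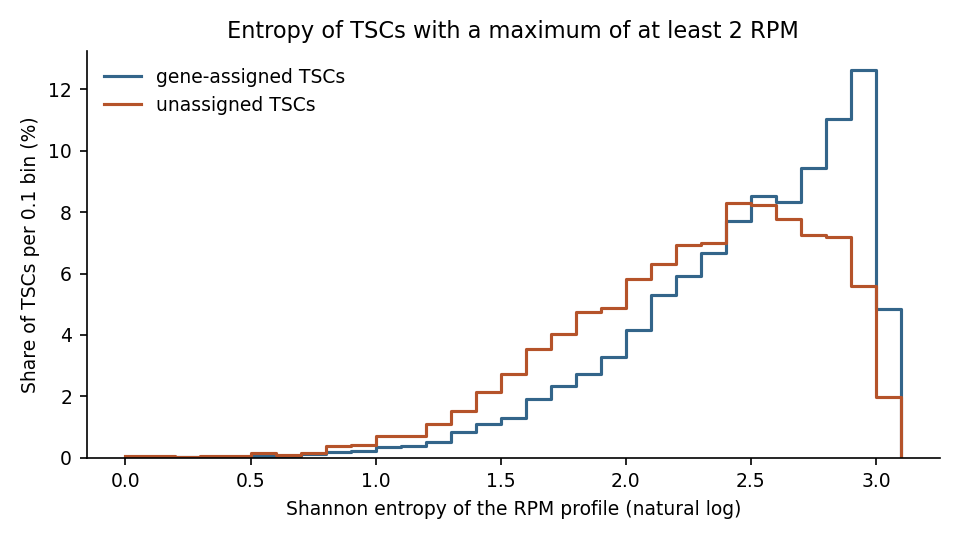
Distribution of Shannon entropy (natural log) of the RPM profile in bins of 0.1 for 5396 unassigned and 14722 gene-assigned TSCs with a maximum of at least 2 RPM, as the percentage of each kind. Unassigned TSCs lie lower, with a median of 2.35 against 2.56, before expression level is matched.

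Summaries per sample were related to hour as 1 family of 3 relations. The permutations treat hours as exchangeable, whereas neighbouring hours were alike, so the p-values can be too small, within parts of the series too. The share of reads in unassigned TSCs ran from 14.95% at 8-9 h to 8.75% at 17-18 h (Wilson interval 8.71% to 8.79%), and declined with hour (r = -0.702, permutation p = 0.00021, adjusted 0.000315; rho = -0.586, permutation p = 0.00501, adjusted 0.00752; n = 22). Without the 0-1 h and 21-22 h samples, r was -0.716. Without the 10 strongest TSCs of each sample it was not detectable (r = 0.00448, permutation p = 0.984). In some samples these TSCs included unassigned ones. At 15-16 h the share was 12.3% with them and 12.1% without, although they held 24.4% of reads. This setting therefore does not isolate reads taken by strong gene-assigned TSCs. The decline was not uniform. By unadjusted tests within each part of the series, the share rose over the first 11 h (r = 0.797, permutation p = 0.00281) and fell over the last 11 h (r = -0.851, permutation p = 0.00171). Among TSCs on placed chromosomes the share lay between 3.81% and 6.39%. It too rose over the first 11 h (r = 0.957, permutation p = 1e-05) and fell over the last 11 h (r = -0.826, permutation p = 0.00277), and no linear relation was detectable over the whole series (r = -0.0266, permutation p = 0.905).

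The share of reads in the 10 strongest TSCs rose from 8.42% at 1-2 h to 39.6% at 17-18 h (r = 0.843, permutation p = 1e-05, adjusted 3e-05; rho = 0.845, permutation p = 1e-05, adjusted 3e-05; n = 22), where 1e-05 is the smallest value these permutations can give. Without the 0-1 h and 21-22 h samples, r was 0.828. Within the first 11 h no relation was detected (r = 0.249, permutation p = 0.454), and within the last 11 h r was 0.848 (permutation p = 0.00174). The 5 samples from 17 h on held 31.01% to 39.6% of their reads in these TSCs.

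The number of TSCs with at least 1 RPM lay between 10462 at 0-1 h and 15563 at 11-12 h and had no linear relation with hour (r = 0.172, permutation p = 0.444, adjusted 0.444; rho = 0.173, permutation p = 0.438, adjusted 0.438; n = 22). Without the 0-1 h and 21-22 h samples, r was 0.0660. It rose within the first 11 h (r = 0.969, permutation p = 1e-05). In the 12-13 h sample 1 read is worth 3.10 RPM, so any read counted as detection there. After thinning every sample to the same depth, TSCs with at least 3 reads numbered between 5830 at 17-18 h and 7770 at 13-14 h (r = -0.0685, permutation p = 0.761).

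Alternative promoters of 1 gene were compared through the correlation of their RPM profiles. Over 2784 pairs of TSCs of the same gene, in 1333 genes and with a maximum of at least 10 RPM each, the median Pearson correlation across the 22 hours was 0.546 (quartiles 0.114 and 0.784). Random pairs of TSCs of different genes matched on mean RPM had medians between -0.0383 and 0.0591 over 10000 draws, all below the observed median. Correlation was negative in 577 of the pairs (20.7%), and in 1194 pairs (42.9%) the highest hours lay at least 4 h apart. These pairs are not independent, since a gene can hold several TSCs. Among the alternatives, log2(RPM + 1) profiles moved the median most, to 0.617.

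The smoothed gene profiles that the authors labelled as aligned held 110 points for 8351 genes, 5 per sample. For each sample, the point whose profile correlated best with it across genes followed hour linearly (r = 1.00 across the 22 samples, 5.18 points per hour), and that correlation lay between 0.915 and 0.992. The median shift of the highest value was between -0.5 h and 0.5 h in every hour, and 11.0% of 8348 genes moved by more than 2 h. The points followed the hours of the D. simulans series linearly. Whether they were also moved to D. melanogaster time is not settled by this, because the study describes its alignments as largely linear.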

Values the study reported

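In D. melanogaster, the study counted 11,900 TSCs that reached 10 RPM, of which 587 were housekeeping and 6,015 were developmentally regulated. Pearson R^2 between replicates of the D. melanogaster series was 0.95 for TSCs of at least 25 RPM and 0.92 for those of at least 10 RPM.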

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

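Of 73 alternatives over 11 results, 55 kept the direction and the side of the threshold, or a count within 1.5 times. The same held for all 110 fits that each left out 1 sample: they gave 15862 to 16868 TSCs and 7466 to 7699 genes with a smooth change, 634 to 762 housekeeping TSCs, 7344 to 7702 regulated TSCs, and an entropy difference of -0.217 to -0.184. The counts of classes say little about stability: every such count of regulated TSCs was above 7059, because 8 h is a larger part of 21 samples, and every one of housekeeping TSCs was above 629, because leaving out a sample cannot raise a ratio of highest to lowest value.

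TSCs with a smooth change fell to 10748 at a maximum of at least 10 RPM, where fewer TSCs were tested. For genes, all 9 alternatives lay between 6672 and 7694. Housekeeping TSCs were 291 at a ratio under 4, a stricter rule by construction, 1210 with DESeq2 size factors and 328 after thinning. The cause of the rise under DESeq2 size factors was not tested. Regulated TSCs fell to 4613 when 60% had to lie within 6 h. Average linkage kept 6 clusters instead of 10; the cause was not tested.

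The entropy difference on placed chromosomes was -0.299 before matching. Against the middle matched list it was -0.0332 in 20 expression bins and -0.0359 in 100, below all lists, whereas with all TSCs it was not. In 20 bins the margin was narrow, with a median of 2.25796 against a lowest list of 2.25806. With each TSC thinned to 20 reads, the unmatched difference over all TSCs was -0.0262. That thinning was not run on placed chromosomes alone. For the share of unassigned TSCs, r was 0.00448 without the 10 strongest TSCs of each sample (-0.544 over the last 11 h), -0.0266 on placed chromosomes (0.957 over the first 11 h there) and 0.797 over the first 11 h with all TSCs. The number of TSCs detected had r = 0.969 over the first 11 h, -0.543 over the last 11 h, -0.0640 without the first 2 h and -0.0685 after thinning; over the whole series neither sign passed the threshold. The share of the 10 strongest TSCs had r = 0.249 over the first 11 h. Shorter spans hold fewer samples; the causes of these changes were not tested.

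Sample similarity and co-expression of TSCs of 1 gene kept their direction and threshold in all 3 alternatives each. Under TMM scaling, the ratio of highest to lowest value moved beyond its counting error for 9 of 12 named TSCs. These include the 3 housekeeping TSCs, which were picked for small ratios under total reads. The alternatives for core promoter motifs were not run. Depth limits the 12-13 h sample most: 3 reads there are 9.30 RPM, so a TSC near 10 RPM can be highest, or lowest, there by a few reads.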

Other observations

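The restriction to the strongest TSC of each gene and the matched comparison of entropy over all TSCs were planned beforehand. The other tests in this part were set down only after the results had been seen. The design names only the hour of development, so a biological difference between hours stays open throughout and was not tested against other causes.

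The counts of smooth change were set against random orders of the hours. Among 100 orders of the 22 hours, the real one and 99 random ones, 1 order, the real one, gave as many as 16524 TSCs, and 1 of 100, again the real one, gave as many as 7625 genes. The highest random order gave 57 TSCs and 20 genes.

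Regulated TSCs were highest often at 12 to 14 h (15.3% against 9.09% for an even spread), a window that includes the shallowest sample, 12-13 h. An even spread would give 4.55% per hour. The small 12-13 h sample could gain maxima by counting error: thinning 1 other sample alone raised the number of TSCs highest in it by 78 to 201, a median ratio of 1.51. At 12-13 h the share was 5.59% after thinning but 3.199% among TSCs with a maximum of at least 100 RPM. These lie on opposite sides of the even share, so depth and true maxima at 12-13 h cannot be told apart. Counting error in the 12-13 h sample would not add maxima at 13-14 h, so it was not tested as a cause there. The share at 13-14 h was 8.00%, and 7.23% after thinning, 6.63% among TSCs with a maximum of at least 100 RPM and 3.88% under TMM scaling. Scaling by total reads could also raise these hours, since the late libraries give much of their total to a few TSCs. The share at 12 to 14 h was 6.65% under TMM scaling and 10.5% under DESeq2 size factors, again on opposite sides of the even share, so scaling and a true burst of promoter activity cannot be told apart here.

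Regulated TSCs that were highest from 14 h on were narrower than those highest before 5 h, with a median width of 36 bp over 1966 late TSCs. Fewer reads could narrow a peak, but 10000 lists of early TSCs matched on reads over the series had median widths of 84 bp or more, and lists matched on highest RPM 93 bp or more. Narrow secondary peaks within strong late genes could do the same. Among TSCs that were the strongest of their gene, however, the late median was 34 bp and matched lists of early TSCs had medians of 82 bp or more. Both results argue against these technical causes as the whole reason. Early TSCs may also include promoters of maternally deposited transcripts, which were not separated here. A more focused choice of start site at late promoters remains a hypothesis. It was not tested against the core promoter sequence, which was not used here.

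The lower entropy of unassigned TSCs may come from their weaker expression: 4432 of 10000 lists of gene-assigned TSCs matched on mean RPM had a median at or below theirs. On placed chromosomes that explanation left a remainder. There the median of unassigned TSCs was below all 10000 lists with 100 expression bins, with a difference of -0.0359 to the middle list. A slightly narrower window of activity for unassigned TSCs on placed chromosomes is a hypothesis from these data, small beside the quartiles of 1.86 and 2.58 of those TSCs.

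The share of unassigned TSCs fell over the last 11 h (r = -0.851), when a few very strong TSCs took many reads. These TSCs could account for part of the fall. Without the 10 strongest TSCs of each sample, r over the last 11 h was -0.544 (permutation p = 0.0851) and rho was -0.709 (permutation p = 0.018). The share without them was 12.8% to 14.5% in the 5 samples from 17 h on and 12.1% to 15.6% before. The lowest of these values, 12.1%, was that of 15-16 h, where unassigned TSCs were among the 10 left out. Leaving out the 10 strongest TSCs thus does not isolate reads taken by gene-assigned ones. Whether the strong TSCs explain the whole fall stays open.

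Unassigned TSCs were found upstream of gene-assigned TSCs on the opposite strand more often than proximity by chance gives. Within 500 bp, 557 of 5096 unassigned TSCs on placed chromosomes (10.9%) had such a partner, against 223 to 255 when the window was moved by 2 to 20 kb. In the 344 pairs where both reached 2 RPM, the median Pearson correlation of profiles was 0.319, while 10000 draws of random pairs matched on mean RPM had medians of -0.124 to 0.0904. Strength alone therefore did not give this similarity. These TSCs may be divergent transcripts of gene promoters or starts of genes not in the annotation, which these files do not separate.

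For 19 of 22 samples the most similar sample was an adjacent hour. Unequal depth is a candidate explanation for 2 of the 3 exceptions: with all samples thinned to equal depth, the closest sample of 6-7 h and of 13-14 h was an adjacent hour in 20 of 20 draws. For 18-19 h it was an adjacent hour in 0 of 20 draws, and 20-21 h in 19 of them, which argues against unequal depth as the cause there. What sets that sample closer to 20-21 h stays open.

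The score in the deposited TSC list was never above the recovered reads of a TSC. The median was 1.25 reads per unit of score, and 1.33 for the 135 TSCs with at least 100000 reads.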
